A study of Mus musculus with 15 samples. Its data were reported in "SMARCD1 is an essential expression-restricted metastasis modifier" (2024).

How the data were processed

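Messenger RNA of 6DT1 mouse mammary cancer cells was sequenced in 15 libraries, 3 each of an empty-vector line (EV), a Smarcd1 overexpression line (OE), a scrambled-hairpin line (shScr) and 2 Smarcd1 hairpin lines (KD4, KD6). Cells were grown as a monolayer and harvested 24 h after plating at 70% confluence. Replicates came from separate passages plated on successive days, and the labels do not say that a replicate number marks 1 day across lines. Libraries were prepared from RNA with an integrity number over 7. The OE and EV lines were kept in blasticidin and the hairpin lines in puromycin.

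The labels name STAR 2.7.8a and genome build mm39, while the methods of the study name an older aligner, build and annotation, so the exact path from reads to values is not settled. No coordinate was therefore taken from the files. The deposited files were 2 gene tables (13501 genes for OE and EV, 13669 for KD and shScr) and 1 transcript table (30220 transcripts of 13142 genes, all 15 libraries). Their values were CPM calculated by the authors from fractional read counts, with library sums between 854736 and 923092, and held no whole-read steps from which counts could be recovered. The depth per library is therefore unknown, and neither counting intervals nor count minimums could be applied. Every gene and transcript listed had a geometric mean of at least 1.00 CPM, so a filter had been applied before deposition. The 15 further columns of these tables, which hold the authors' own statistics, were not used. The gene identifiers were paired with symbols from a name table, which matched 88.1% and 87.3% of genes; the others are given by identifier.

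Tests planned for counts were replaced by the stated alternative for normalized values, a choice made before the data were examined. Values were transformed to log2(CPM + 1) and tested with limma 3.58.1 in R 4.3.3 with an intensity trend, and p values were adjusted by Benjamini and Hochberg over all genes or transcripts of a comparison. A result passed at an adjusted p under 0.05; counts at 0.1 and at an unadjusted p of 0.05, the levels of the study, are also given. OE was compared with EV (3 against 3) and KD, both hairpins as 1 group of 6, with shScr (3). KD4, KD6 and shScr were also fitted as 3 groups with 1 estimate of spread. Transcripts were tested in the same way, the effects of OE and KD were compared in 1 fit of 5 groups, and transcript share was tested with the diffSplice function of limma and Simes' method in 7077 genes with at least 2 transcripts. Overlaps were tested with one-sided Fisher's exact tests. The covariance of both hairpins, which share the shScr libraries, was set beside 100 simulations of unchanged groups.

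The 25 gene lists were fixed before the data were examined and tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry; p values were adjusted over the 23 lists of OE and the 22 of KD with at least 2 measured members. Calls given as adjusted over the list alone use the members of that list as the family. Among the lists, markers of fibroblasts, immune, myoepithelial, endothelial and adipocyte cells stand for other cell types, mitochondrially encoded genes for RNA quality and replication histones for library type. Named genes were Smarcd1 and, per comparison, the 10 risen and 10 fallen genes with the largest log2 change that passed, had a mean log2 CPM of at least 2 and separated all libraries of both groups; predicted and pseudogene symbols were not named. As only 1 gene passed in OE, the 10 with the smallest p were named there. Up to 4 members per list, the 8 transcripts and 5 usage genes with the smallest p and the 5 genes with the smallest p for KD6 against KD4 were named as well. Some genes that these rules would name are not reported here. Plat, Lamb3, Lpl, Pdgfra, Mylk, Cd68, Mcfd2, Ints7 as a gene, and Epha4 were named after their values were seen.

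Tests were checked on simulated data with the spread of each comparison and 200 changed genes or transcripts. Alternatives planned in advance were a pseudocount of 0.1, quantile normalization, a block for replicate number, the mean of the hairpins, other test forms and leaving out each library, though not each for every result. A minimum mean of 5 CPM, scaling by the median of ratios, and some of the changes above for further results were added after the data were seen. In a leave-one-out fit a group of 3 keeps 2 libraries. Reverse complements of the hairpin guides were matched to Smarcd1 in NCBIM37. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.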

Results

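Messenger RNA was measured in 15 libraries of 6DT1, a mouse mammary cancer cell line, grown as a monolayer. The cells formed 5 groups of 3 libraries. One line overexpressed Smarcd1 (OE) from a vector with a Myc-tagged coding sequence and was set against an empty-vector line (EV). KD4 and KD6 each carried a hairpin against Smarcd1 and were set against a line with a scrambled hairpin (shScr). Together KD4 and KD6 formed a KD group of 6 libraries. Levels were in CPM, read counts scaled to the total of the library. The total number of reads per library was not given, so the depth is unknown and no counting interval could be computed. The CPM of the listed genes summed to between 897916 and 923092 per library in the OE and EV table of 13501 genes, and to between 894250 and 916093 in the KD and shScr table of 13669 genes. Transcripts encoded by mitochondrial DNA took 5.71% to 6.71% of that sum in the OE and EV libraries and 4.47% to 5.64% in the KD and shScr libraries. Levels below are means ± SD over 3 libraries, or over 6 for KD. Log2 changes come from limma fits of log2(CPM + 1), and p values are adjusted over all genes or transcripts tested unless another family is named.

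The first question was whether Smarcd1, a subunit of the BAF chromatin remodelling complex, had the level that the names of the lines state. Smarcd1 (ENSMUSG00000023018) rose 2.22-fold in OE, to 65.7 ± 4.40 CPM from 29.6 ± 2.37 CPM in EV (log2 change 1.12, SE 0.07, adjusted p = 0.00355, n = 3 and 3). It fell in KD4 to 59.5% of the shScr level, with 9.13 ± 0.121 CPM against 15.3 ± 1.01 CPM (log2 change -0.69, SE 0.08, adjusted p = 0.000873). KD6 held 14.4 ± 1.03 CPM of Smarcd1 mRNA, 93.6% of the shScr level (log2 change -0.09, SE 0.08, adjusted p = 0.701), and the difference between KD6 and KD4 was itself past the threshold (log2 change 0.60, adjusted p = 0.00292). For KD4 and KD6 as 1 group the level was 11.7 ± 2.93 CPM (log2 change -0.39, SE 0.17, adjusted p = 0.268), and the mean of the 2 hairpins in a fit of 3 groups gave adjusted p = 0.0130 for the same change. The OE call ended without OE replicate 2 (adjusted p = 0.0533) or EV replicate 3 (adjusted p = 0.0520). The sequences of the hairpins that the study marks as used are guides, whose reverse complements matched the Smarcd1 coding sequence on the plus strand of chromosome 15 of NCBIM37. The target of AAGCTCAACATGAACTCTCGC lay at 99541565 to 99541585 in exon 11 of 13, and that of ATCTCTGAGAACTTCATCCGC at 99538330 to 99538350 in exon 9. The labels do not say which of these is KD4 and which KD6, though the last digits of the hairpin identifiers match these line names in the order given here.

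**Figure D1:**
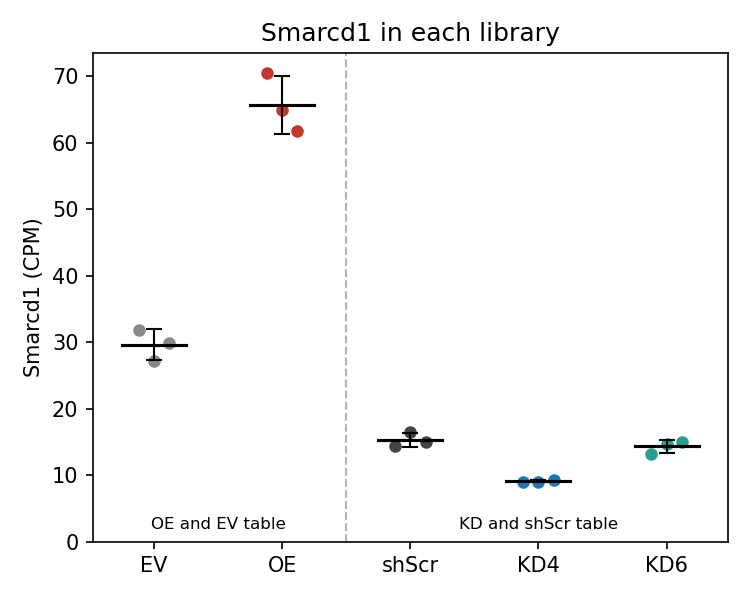
Smarcd1 level in CPM (linear axis from 0) in each library of the 5 lines, with the group mean and SD; a dashed line separates the tables that hold OE with EV and the hairpin lines. OE lies at 65.7 CPM against 29.6 CPM in EV, and KD4 at 9.13 CPM below shScr at 15.3 CPM and KD6 at 14.4 CPM.

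What raising Smarcd1 does to other genes was asked in OE against EV. Smarcd1 was the 1 gene of 13501 that passed at an adjusted p under 0.05 or under 0.1. The 9 genes with the next smallest p did not pass, and are given as values. Wdr89, a WD-repeat protein, stood at 147 ± 2.11 CPM against 190 ± 7.23 CPM in EV (log2 change -0.37, adjusted p = 0.105). With quantile normalization Wdr89 passed in limma (log2 change -0.39, adjusted p = 0.0485). The other 8 had a higher mean in OE. The zinc finger genes Hivep3 (76.9 ± 2.13 against 57.2 ± 2.66 CPM, adjusted p = 0.105) and Zfhx3 (176 ± 10.2 against 131 ± 4.39 CPM, adjusted p = 0.116) had log2 changes of 0.42 each. Setd1b, a histone methyltransferase, had 50.3 ± 6.12 against 32.4 ± 1.01 CPM (log2 change 0.61, adjusted p = 0.135), and Ep300, a histone acetyltransferase, had 207 ± 7.72 against 165 ± 5.83 CPM (log2 change 0.32, adjusted p = 0.157). Ppp1r13l, an inhibitor of p53, had 29.6 ± 2.32 against 20.5 ± 0.906 CPM (log2 change 0.51, adjusted p = 0.135). Log2 changes were 0.40 for Gse1 (adjusted p = 0.135), 0.43 for Camta2 (adjusted p = 0.157) and 0.71 for ENSMUSG00000119584, which stood at 7884 ± 844 against 4789 ± 54.0 CPM (adjusted p = 0.115). At an unadjusted p under 0.05 there were 1749 genes, 1037 higher and 712 lower, and 98.6% of these differed by less than 1.5-fold. With the spread of this comparison, simulation called 88% of genes changed by 1.5-fold and 36% of those with the smallest simulated change. The simulated data held 200 changed genes, and the adjustment of p is less strict where many genes change. These shares therefore do not tell how many such changes would be called in OE, where 1 gene passed. Of 25 genes with an unadjusted p under 0.05 and a change over 1.5-fold, Smarcd1 alone passed. Setd1b (1.53-fold) and ENSMUSG00000119584 (1.64-fold) did not. In 20% of all genes the OE and EV libraries did not overlap, where chance gives 10%. Without OE replicate 2 or EV replicate 3 the count of called genes was 0.

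Gene groups fixed in advance were then compared as sets. None of their members passed over all genes in OE, so members are given as values. The oxidative phosphorylation list, nuclear-encoded subunits of the respiratory chain, shifted down with a median log2 change of -0.11 (22 of 26 measured members had a lower mean, camera adjusted p = 2.4e-05). With an estimated correlation that call was lost (adjusted p = 0.915), and so were the 2 that follow (0.915 each). With fry, which tests whether members move 1 way on balance and not against other genes, all 23 tested lists in OE had an adjusted p of 0.498 or more. Examples are Cox4i1 at 223 ± 6.56 against 247 ± 12.4 CPM, Ndufa4 at 51.1 ± 3.00 against 72.1 ± 20.5 CPM, Ndufa1 at 22.6 ± 3.15 against 28.5 ± 4.14 CPM and Ndufa9 at 36.3 ± 0.798 against 40.2 ± 1.88 CPM. The interferon-stimulated list also shifted down (29 members, median -0.11, adjusted p = 0.0272), with Irf9, part of the interferon response factor, at 11.7 ± 0.443 against 14.3 ± 0.292 CPM, Ifi27 at 29.0 ± 3.09 against 35.4 ± 0.497 CPM, Gbp2 at 14.8 ± 1.05 against 17.5 ± 0.369 CPM and B2m at 330 ± 13.5 against 361 ± 4.33 CPM. The hypoxia and glycolysis list shifted down as well (26 members, median -0.04, adjusted p = 0.0309), with the glycolytic enzymes Gapdh at 452 ± 30.4 against 529 ± 22.7 CPM, Aldoa at 868 ± 28.6 against 997 ± 74.0 CPM and Eno1 at 319 ± 11.4 against 355 ± 26.0 CPM. Egln3, a prolyl hydroxylase of the oxygen sensor, had 75.3 ± 3.87 against 68.7 ± 2.58 CPM. The interferon call also ended without OE replicate 1 (adjusted p = 0.593) or EV replicate 2 (adjusted p = 0.229), and the hypoxia call without EV replicate 1 (0.515), OE replicate 1 (0.200) or OE replicate 3 (0.0749); with quantile normalization these lists had an adjusted p of 0.0983 and 0.372. EV replicate 1 stood apart from the other 5 libraries, at -23.7 on the first principal component against 1.07 to 11.3.

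The BAF complex, to which Smarcd1 belongs and here without Smarcd1 itself, had 0 of 24 measured members past the threshold over all genes with limma, 6 at an unadjusted p under 0.05, and 3 adjusted over the list alone. These were Arid1a, a DNA-binding subunit, at 187 ± 7.67 against 148 ± 6.59 CPM (list-adjusted p = 0.00357), Bicra, a subunit of the GBAF form, at 22.9 ± 2.40 against 17.5 ± 0.869 CPM (list-adjusted p = 0.0283) and the core subunit Smarcc1 at 245 ± 5.04 against 201 ± 23.0 CPM (list-adjusted p = 0.0455). As a set the complex had a camera adjusted p of 0.400. The splicing factors had 0 of 64 members past the threshold over all genes and 0 adjusted over the list alone (9 at an unadjusted p under 0.05, camera adjusted p = 0.400), with Srrm1, a splicing coactivator, at 208 ± 18.3 against 171 ± 3.42 CPM. The CCR4-NOT deadenylase list (17 members, adjusted p = 0.703) and the mitochondrially encoded list (13 members, adjusted p = 0.917) had 1 member each adjusted over the list alone and 0 over all genes. The epithelial, mesenchymal, cholesterol synthesis and immediate early lists each had an adjusted p of 0.917. Replication histones (0.400) would have been called without EV replicate 1 (0.0143) or OE replicate 2 (0.00416). Adjusted p was 0.400 for proliferation and endothelial markers, 0.703 for the stem cell, extracellular matrix and adhesion lists, 0.809 for p53 targets and myoepithelial markers, 0.520 for endoplasmic reticulum stress and 0.742 for the retinoic acid response. It was 0.612 for the integrated stress response, inflammatory and adipocyte lists. From the epithelial list on, 0 members passed over all genes or adjusted over the list alone. The cholesterol list had a negative median, a positive mean and a downward test, and the immediate early list a positive median, a negative mean and a downward test. Of the other cell types, fibroblasts and immune cells had 1 measured marker each, Pdgfra at 3.73 ± 0.266 against 3.38 ± 0.316 CPM (adjusted p = 0.660) and Cd68 at 56.2 ± 11.3 against 62.7 ± 0.761 CPM (adjusted p = 0.573).

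KD, with both hairpins as 1 group, was then compared with shScr. Smarcd1 itself did not pass there (adjusted p = 0.268) and stood near the shScr level in KD6, so this is a comparison of lines with and without a Smarcd1 hairpin. Perp, a desmosome protein and p53 target, rose from 36.9 ± 3.56 CPM in shScr to 94.5 ± 10.4 CPM in KD (log2 change 1.33, SE 0.10, adjusted p = 0.000105, n = 6 and 3). Among the 10 risen genes with the greatest change were Add3, an adducin of the membrane skeleton (1.44 ± 0.531 to 7.29 ± 1.87 CPM, log2 change 1.76), Epb41l4b, a FERM-domain protein (1.69 ± 0.628 to 6.64 ± 1.47 CPM, 1.51), and Synpo, an actin-associated protein (2.74 ± 0.378 to 8.04 ± 2.63 CPM, 1.22). The matrix protease Mmp10 (3.78 ± 0.508 to 10.3 ± 2.54 CPM, 1.21) and matrix Gla protein, Mgp (4.12 ± 1.04 to 11.1 ± 2.92 CPM, 1.22), also rose. Neurl1b, a ubiquitin ligase of Notch signalling, fell by 1.43 on the log2 scale, from 16.2 ± 2.84 to 5.38 ± 0.871 CPM (adjusted p = 0.000491). The cytokine receptor chains Il2rg (52.5 ± 3.35 to 26.6 ± 4.37 CPM, log2 change -0.97) and Il18rap (12.6 ± 1.17 to 7.10 ± 1.16 CPM, -0.75), the semaphorin Sema4d (29.7 ± 2.71 to 12.9 ± 4.94 CPM, -1.22) and the carbonic anhydrase Car12 (30.1 ± 3.08 to 15.2 ± 3.57 CPM, -0.96) fell too.

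In all, 364 of 13669 genes passed with limma, 267 risen and 97 fallen, and 147 of them (40.4%) changed by over 1.5-fold. The remaining risen genes named by the rule were the galectin-like Lgalsl (log2 change 1.67, adjusted p = 0.00186), the FOXO target Depp1 (1.53, 0.00287), the adaptor Blnk (1.29, 0.00959) and the glutathione transferase Gstm7 (1.24, 0.0298). The remaining fallen ones were the zinc finger gene Zfp979 (log2 change -1.23, adjusted p = 0.000415), the copine Cpne8 (-1.02, 0.00138), Ncmap (-0.89, 0.0364), the potassium channel subunit Kcnab2 (-0.82, 0.0219) and ENSMUSG00000104339 (-0.76, 0.0219). At an unadjusted p under 0.05 there were 2364 genes, 1348 higher and 1016 lower, and 90.4% of these differed by less than 1.5-fold. At an adjusted p under 0.1 there were 657, 447 risen and 210 fallen. In simulated data with the spread of this comparison 82% of genes changed by 1.5-fold and 12% of genes with the smallest simulated change were called. The KD and shScr libraries did not overlap in 10.8% of all genes, where chance gives 2.38%. The count fell to 102, 92 and 92 without shScr replicates 1, 2 and 3, to 181 without KD4 replicate 2 and to 229 without KD6 replicate 1, while the mean of the hairpins in a fit of 3 groups gave 847. Every change named here and in the paragraph above kept its sign without each library. The calls of Add3, Lgalsl, Depp1, Epb41l4b, Perp, Mmp10, Neurl1b, Zfp979, Cpne8 and Il2rg did not end in any of those fits. Those of Synpo, Car12, Kcnab2 and ENSMUSG00000104339 ended without each of the 3 shScr replicates, with a highest adjusted p of 0.0857, 0.0893, 0.121 and 0.115. Without shScr replicates 1, 2 and 3 the adjusted p was 0.0984, 0.146 and 0.111 for Gstm7, 0.121, 0.0893 and 0.111 for Sema4d and 0.0601, 0.162 and 0.168 for Ncmap. Further such values were 0.0523 for Gstm7 without KD4 replicate 1, 0.0509 for Sema4d and 0.0539 for Ncmap without KD4 replicate 2, and 0.0515 for Ncmap without KD6 replicate 2. Mgp (0.0888 and 0.0811) and Il18rap (0.0592 and 0.0519) lost their calls without shScr replicates 1 and 3, and Blnk (0.0655 and 0.0618) without shScr replicates 2 and 3.

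The transcript values, which place all 15 libraries on 1 scale, show where EV and OE lie for the genes called in KD. Their sums do not match the gene values for every called gene. Synpo had 2.74, 10.3 and 5.73 CPM in shScr, KD4 and KD6 as a gene but 0.507, 2.00 and 1.21 CPM as a sum. Depp1 in KD6 had 31.7 CPM as a gene and 46.0 CPM as a sum. For such genes the position of EV rests on other values than the call. Perp stood at 105 ± 5.66 CPM in EV and 99.5 ± 4.02 CPM in OE, near KD4 (102 ± 7.40) and KD6 (86.7 ± 5.68) and above shScr (36.9 ± 3.56). Il2rg stood at 24.0 ± 0.429 CPM in EV against 50.9 ± 4.34 in shScr, 28.4 ± 5.21 in KD4 and 23.0 ± 1.70 in KD6, and Neurl1b at 6.73 ± 0.375 CPM in EV against 15.8 ± 2.73 in shScr, 4.70 ± 0.630 in KD4 and 5.76 ± 0.758 in KD6. Among 205 genes called with both hairpins and measured here, EV lay nearer the KD mean than shScr for 154, with a median position of 0.813 between shScr at 0 and KD at 1. For the 344 genes called in KD and measured here the median position of EV was 0.814. Over 620 genes called with KD4 but with little change in KD6 the median position of EV was 0.191, with 162 nearer KD. That choice of genes leaves out those where shScr differs from both hairpin lines. EV lay nearer shScr for other named genes, Lgalsl (0.290), Gstm7 (0.329), Ncmap (0.188), Il18rap (0.498), Tgfbi (0.0767), Cd24a (0.401) and Ifit2 (0.450). For Sema4d (38.5 ± 5.38 CPM in EV, 25.2 ± 1.87 in shScr) and Car12 it lay on the far side of shScr from KD. EV and shScr carry different vectors and were kept in different selection drugs.

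**Figure D2:**
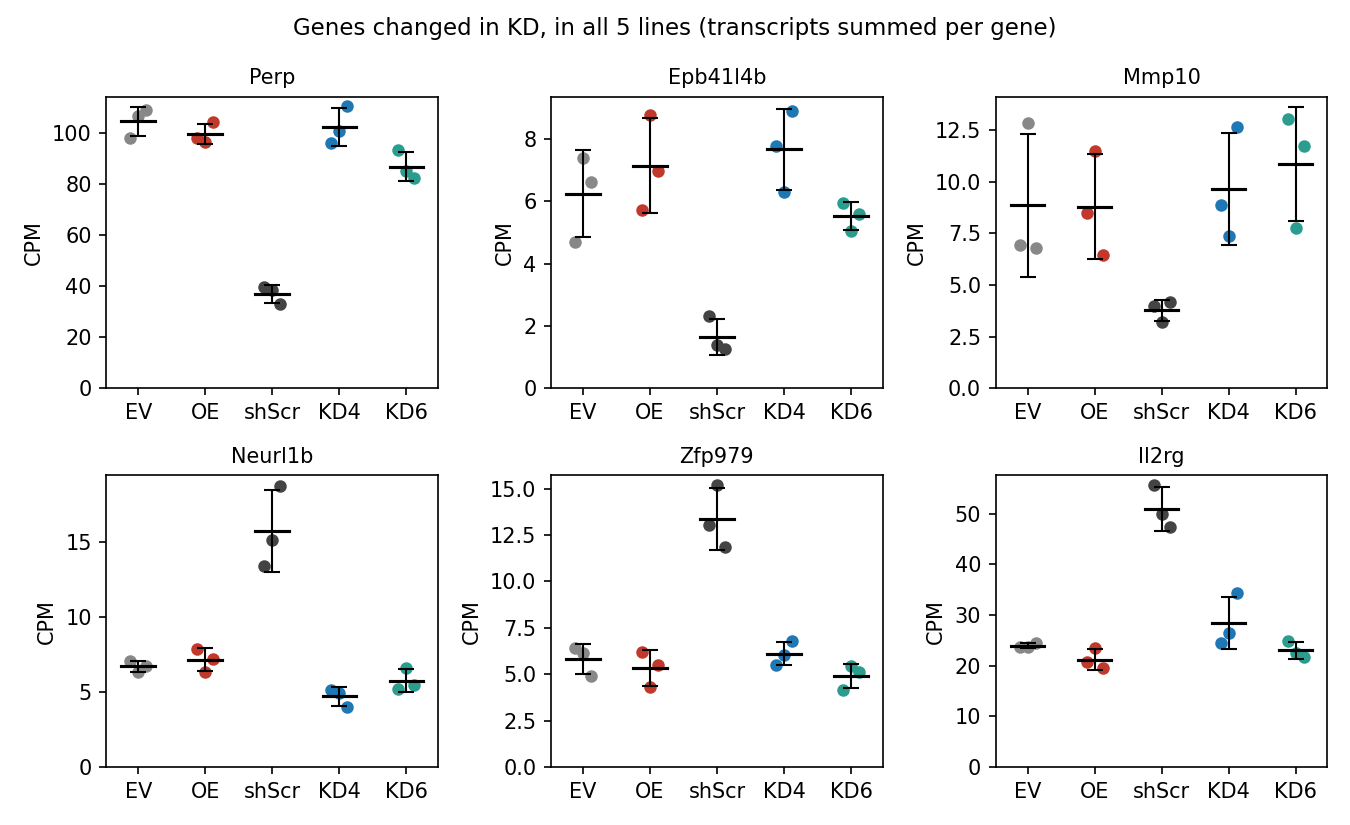
Levels in CPM, summed over the transcripts of each gene, of Perp, Epb41l4b, Mmp10, Neurl1b, Zfp979 and Il2rg in each library of the 5 lines, with group means and SD. For Perp the shScr libraries average 36.9 CPM while the means of the other 4 lines lie between 86.7 and 105 CPM.

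Of the gene lists in KD, the extracellular matrix and adhesion list moved up (25 members, 5 risen and 1 fallen over all genes, 7 and 1 adjusted over the list alone, median log2 change 0.08, camera adjusted p = 0.0174, but 0.507 with an estimated correlation). Tnc, a matrix glycoprotein, rose from 0.940 ± 0.189 to 2.20 ± 0.246 CPM, and Mmp10 is given above. The plasminogen activators Plau (125 ± 8.95 to 163 ± 14.1 CPM, adjusted p = 0.0327) and Plat (40.5 ± 4.59 to 57.1 ± 7.67 CPM, 0.0465) rose. Lamb3, a laminin chain, fell (82.8 ± 5.48 to 56.2 ± 10.1 CPM, adjusted p = 0.0469). Nuclear-encoded oxidative phosphorylation genes shifted up (26 members, 23 with a higher mean, median 0.11, adjusted p = 0.0135, but 0.758 with an estimated correlation) with 0 members past the threshold over all genes and 0 adjusted over the list alone (4 at an unadjusted p under 0.05 with limma). Values were 130 ± 4.29 against 114 ± 2.62 CPM for Uqcrc2 and 66.2 ± 6.29 against 54.5 ± 4.44 CPM for Cox7a2. Cell cycle genes also shifted up (32 members, median 0.08, adjusted p = 0.0174, but 0.631 with an estimated correlation), of which the transcription factor E2f2 rose (17.7 ± 2.43 to 24.6 ± 2.19 CPM, adjusted p = 0.0372; 1 member adjusted over the list alone). Cholesterol synthesis genes (22 members, median 0.15, adjusted p = 0.0242) and replication histones (15 members, median 0.16, adjusted p = 0.0174) shifted up with 0 members past the threshold over all genes and 0 adjusted over the list alone (4 and 3 at an unadjusted p under 0.05). With an estimated correlation both had an adjusted p of 0.758. The linker histone H1f1 stood at 8.89 ± 2.43 against 5.15 ± 1.26 CPM. The 2 measured adipocyte markers, Pparg (0.681 ± 0.317 to 1.71 ± 0.301 CPM, adjusted p = 0.0219) and Lpl (36.5 ± 5.43 and 45.6 ± 6.07 CPM, not past the threshold over all genes), had a set p of 0.0174 (0.507 with an estimated correlation), and both passed adjusted over the list alone.

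None of these 6 list calls thus held with an estimated correlation. With fry the adjusted p was 0.0251 for matrix and adhesion, 0.00306 for adipocyte markers, 0.278 for oxidative phosphorylation, 0.153 for proliferation and 0.501 for cholesterol synthesis and replication histones. Fry also called the epithelial list upward (1.97e-05), and the other 15 lists tested had 0.0592 or more. Without 1 library the call ended for oxidative phosphorylation (0.0793 without shScr replicate 1), proliferation (0.123 without shScr replicate 3) and matrix and adhesion (0.0752 without shScr replicate 2). It ended for cholesterol synthesis without shScr replicate 1 (0.124), shScr replicate 2 (0.0752), KD4 replicate 2 (0.0869) or KD6 replicate 2 (0.0925), and for replication histones without shScr replicates 1 (0.137) or 2 (0.0752), KD4 replicates 1 (0.0845) or 3 (0.0546), or KD6 replicate 1 (0.0526). Without shScr replicate 1 or shScr replicate 2 the number of called lists was 3. The calls of the single genes Plau, Plat, Lamb3 and E2f2 ended without any one shScr replicate or KD4 replicate 2, and each without further KD libraries. These were KD6 replicate 1 for Plau, Plat and Lamb3, KD6 replicate 2 for Plat, Lamb3 and E2f2, KD4 replicate 1 for Plau and E2f2, KD4 replicate 3 for E2f2 and KD6 replicate 3 for Lamb3. Their highest adjusted p was 0.169 for Plau, 0.222 for Plat, 0.193 for Lamb3 and 0.182 for E2f2. Pparg lost its call without shScr replicate 2 (0.125) or 3 (0.117), and Plau also with quantile normalization (0.0519).

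**Figure D3:**
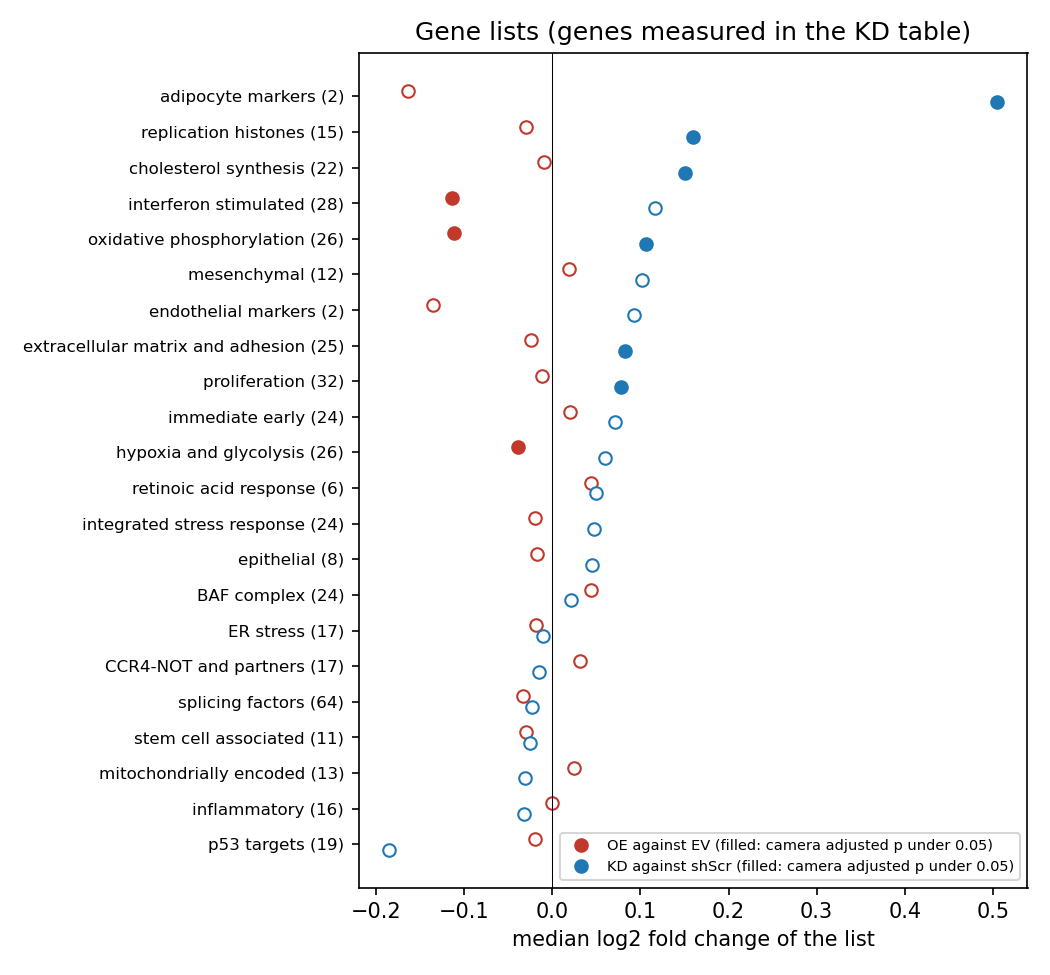
Median log2 fold change of the measured members of each gene list in OE against EV and in KD against shScr; filled points have a camera adjusted p under 0.05 at a preset correlation of 0.01. Oxidative phosphorylation is filled in both comparisons, at -0.11 in OE and 0.11 in KD; both calls were lost with an estimated correlation (adjusted p = 0.915 and 0.758).

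The other lists had a camera adjusted p of 0.0559 or more in KD, and single members of them passed. The epithelial list (8 members, 2 risen over all genes, 3 higher and 1 lower adjusted over the list alone, adjusted p = 0.244) held Ocln, a tight junction protein, which rose from 3.21 ± 0.826 to 8.53 ± 1.67 CPM (adjusted p = 0.00246). The surface glycoprotein gene Cd24a rose from 4.67 ± 0.777 to 9.56 ± 0.673 CPM (adjusted p = 0.00138). The mesenchymal list (12 members, 1 risen, 2 adjusted over the list alone, set-adjusted p = 0.0559) held the matrix protein gene Tgfbi, which rose from 0.747 ± 0.212 to 2.21 ± 0.574 CPM (adjusted p = 0.0143). The interferon genes Ifit2 (3.88 ± 0.377 to 6.41 ± 0.758 CPM) and Xaf1 (2.83 ± 0.208 to 4.18 ± 0.490 CPM) rose among 28 members (5 higher and 1 lower adjusted over the list alone, set-adjusted p = 0.218). Pdk1, a kinase that restrains pyruvate dehydrogenase, rose from 34.4 ± 2.25 to 48.5 ± 3.42 CPM (26 hypoxia members, 3 higher and 2 lower adjusted over the list alone, set-adjusted p = 0.494). Dusp6, an ERK phosphatase, rose from 75.9 ± 2.44 to 91.8 ± 3.94 CPM (24 immediate early members, 1 adjusted over the list alone, set-adjusted p = 0.0559), and Ptgs2, an inducible cyclooxygenase, fell from 60.9 ± 3.99 to 37.3 ± 8.03 CPM (16 inflammatory members, 2 higher and 2 lower adjusted over the list alone, set-adjusted p = 0.703). Perp was the 1 member of 19 p53 targets that passed over all genes or adjusted over the list alone, while the list's median was -0.19 (set-adjusted p = 0.0578). The call of Pdk1 ended without shScr replicate 3 (adjusted p = 0.0519), and those of Tgfbi (0.0825 and 0.0851) and Ifit2 (0.0908 and 0.0868) without shScr replicates 2 and 3. Those of Xaf1, Dusp6 and Ptgs2 ended without any one shScr replicate, KD4 replicate 2 or KD6 replicate 1, those of Xaf1 and Dusp6 also without KD4 replicate 3, that of Dusp6 without KD6 replicate 2 and that of Xaf1 without KD4 replicate 1 or KD6 replicate 3. The highest adjusted p was 0.213 for Xaf1, 0.168 for Dusp6 and 0.146 for Ptgs2.

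For the BAF complex without Smarcd1 0 of 24 members passed over all genes in KD (5 at an unadjusted p under 0.05 with limma) and 1 adjusted over the list alone, the GBAF subunit Brd9, at 33.6 ± 1.82 against 27.6 ± 1.44 CPM (list-adjusted p = 0.0466, set-adjusted p = 0.513). With the mean of the hairpins in a limma fit of 3 groups, Brd9 passed over all genes (adjusted p = 0.0336). Against shScr, 2 of the 24 members rose past the threshold in KD4 and 0 in KD6, with 0 fallen in either. For the splicing factors 0 of 64 passed over all genes and 0 adjusted over the list alone (3 at an unadjusted p under 0.05, set-adjusted p = 0.387), with the splicing kinase Srpk1 at 133 ± 1.52 against 150 ± 4.94 CPM. The set-adjusted p was 0.620 for CCR4-NOT, 0.688 for stem cell genes and endothelial markers, 0.996 for endoplasmic reticulum stress, 0.543 for mitochondrially encoded genes and 0.709 for the retinoic acid response, with 0 members called in any of these over all genes or adjusted over the list alone. In the integrated stress response (set-adjusted p = 0.709) 0 members passed over all genes and 1, lower in KD, adjusted over the list alone. Median and mean differed in sign for the stem cell and endoplasmic reticulum stress lists, whose medians were negative and whose means and tests were positive. Without shScr replicate 3 the splicing, mesenchymal, mitochondrially encoded and immediate early lists would have been called (adjusted p = 0.0378, 0.0378, 0.00548 and 0.00645). The mesenchymal list also would have been without KD6 replicate 1 (0.0407) or 3 (0.0337), the immediate early list without KD6 replicate 1 (0.0407) or KD4 replicate 2 (0.0243), and p53 targets without KD4 replicate 1 (0.0203). Markers of other cell types also differed between KD and shScr. Pdgfra, the 1 measured fibroblast marker, rose from 3.14 ± 0.535 CPM to 7.51 ± 0.345 in KD4 and 4.75 ± 0.349 in KD6 (adjusted p = 0.0425 for KD). Mylk, the 1 measured myoepithelial marker, rose from 34.6 ± 2.31 CPM to 44.9 ± 5.06 and 44.6 ± 3.05 (adjusted p = 0.0410). The immune marker Cd68 had 35.0 ± 3.29 CPM in shScr, 30.2 ± 4.30 in KD4 and 38.4 ± 10.0 in KD6 (adjusted p = 0.901). The calls of Pdgfra and Mylk ended without any one shScr replicate and without KD4 replicates 1 or 2, that of Pdgfra also without KD4 replicate 3, and that of Mylk also without any one KD6 replicate or with quantile normalization (0.0621), with a highest adjusted p of 0.211 for Pdgfra and 0.201 for Mylk.

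Each hairpin on its own shows which changes the lines share. With KD4 1310 genes passed (781 risen, 529 fallen) and with KD6 398 (279 risen, 119 fallen). Called with both and in the same direction were 215 genes, 162 risen and 53 fallen, where independent calls would give 15.9 and 4.61, and 7 were called in opposite directions. Perp led these genes (log2 change 1.45 in KD4 and 1.21 in KD6), followed by Mcfd2, a cargo receptor of the secretory path (26.9 ± 1.47 CPM in shScr, 53.1 ± 3.20 in KD4, 53.6 ± 2.56 in KD6), and Zfp979 (log2 change -1.12 in KD4 and -1.34 in KD6). Next came the Integrator subunit Ints7 (36.9 ± 2.47, 76.8 ± 1.16 and 69.6 ± 6.15 CPM) and the ephrin receptor Epha4 (6.33 ± 0.314, 11.4 ± 0.816 and 15.1 ± 0.916 CPM). Across genes the 2 sets of log2 changes had r = 0.567. Both hairpins share the shScr libraries, which alone gave r = 0.499 and at most 1 gene called with both in 100 simulations of unchanged groups. The covariance of the changes was 0.0309 against 0.00956 in those simulations. Leaving out shScr replicates 1, 2 and 3 gave 108, 88 and 109 genes with both hairpins, and leaving out KD4 replicate 2, KD6 replicate 1 or KD6 replicate 2 gave 134, 109 and 104. The KD4 count was then 704, 641 and 784 without shScr replicates 1, 2 and 3 and 683 without KD4 replicate 2, and the KD6 count was 179, 153 and 191 without the shScr replicates in that order, 172 without KD6 replicate 1 and 151 without KD6 replicate 2.

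**Figure D4:**
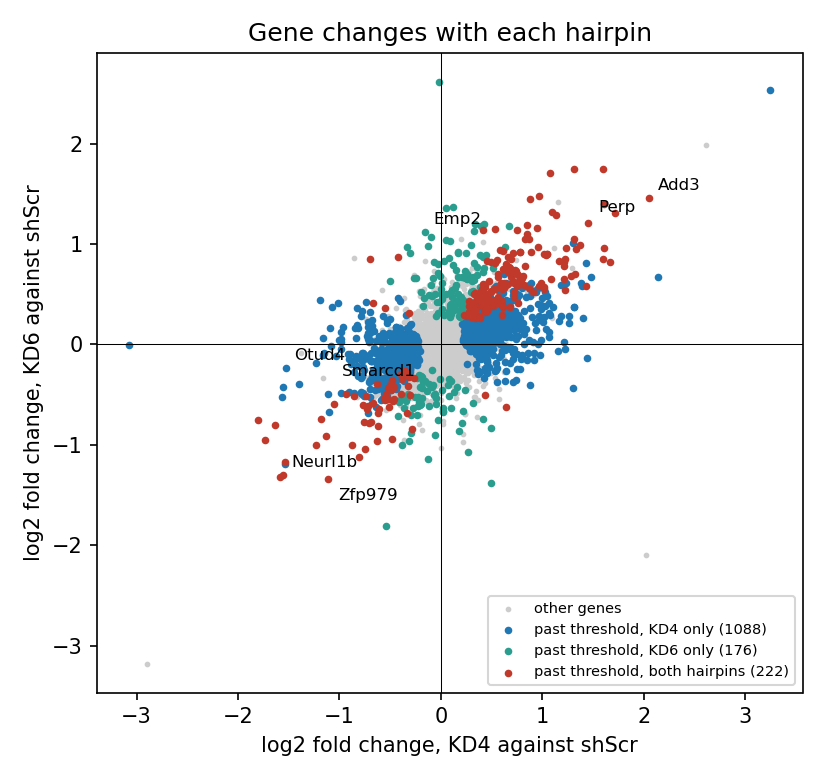
Log2 fold change of each gene with KD6 (vertical) against that with KD4 (horizontal), both against shScr, coloured by which line's call passed the threshold. KD4 called 1310 genes, KD6 398 and both 222.

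The lines also differed from each other, with 671 genes past the threshold in KD6 against KD4, 344 higher and 327 lower. Otud4, a deubiquitinase, stood at 319 ± 23.8 CPM in shScr and 270 ± 8.60 CPM in KD6 but at 110 ± 6.41 CPM in KD4 (KD6 against KD4 log2 change 1.29, adjusted p = 3.56e-05). The same pattern held for Tgoln1, a trans-Golgi protein (315 ± 24.3, 277 ± 6.35 and 134 ± 11.3 CPM in that order, log2 change 1.05), and Cpeb4, an RNA-binding protein (55.9 ± 0.661, 63.3 ± 3.14 and 28.3 ± 3.42 CPM, 1.14). Serpine2, a protease inhibitor, lay on both sides of shScr (38.2 ± 3.55, 50.9 ± 3.55 and 23.6 ± 1.37 CPM, 1.08). Emp2, a membrane protein, stood at 106 ± 5.60 CPM in KD6 against 43.1 ± 5.86 in KD4 and 47.9 ± 0.546 in shScr (log2 change 1.28). The inflammatory list was lower in KD6 than in KD4 (16 members, 4 fallen, median log2 change -0.34, camera adjusted p = 0.000522), as were replication histones (15 members, 1 fallen, median -0.17, adjusted p = 0.0113). Both calls were lost with an estimated correlation (adjusted p = 0.720 and 0.868). Without KD4 replicate 2, KD6 replicate 2 and KD6 replicate 3 the count of genes was 405, 298 and 396.

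OE and KD were set against each other over 13330 genes measured in both tables. No gene passed in both, and Smarcd1 itself rose in OE and fell in KD4 but did not pass in KD6 or in KD as a whole. Across genes the log2 changes of OE and KD had r = -0.126 and rho = -0.172, with the same sign in 44.3%; genes are not independent replicates. At an unadjusted p under 0.05, 106 genes were higher in OE and lower in KD where 76.9 were expected (one-sided Fisher's exact p = 0.000352), and 51 were lower in OE and higher in KD where 69.9 were expected (p = 0.995). Genes higher in both numbered 44 (103 expected, Fisher's exact p = 1.00) and genes lower in both 28 (52.3 expected, p = 1.00). These one-sided tests look for an excess alone. Both counts were below expectation, and that shortfall was not tested. Genes with opposite signs numbered 157 in all, against 93 without OE replicate 1, 100 without OE replicate 3 and 86 without shScr replicate 1. The r of the log2 changes ranged from -0.22 to -0.04 when each library was left out.

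Transcript levels were tested next, since the study asked about splicing. In KD, 89 of 30220 transcripts passed, 71 risen and 18 fallen, and 3633 had an unadjusted p under 0.05. Perp (ENSMUST00000019998, log2 change 1.33, adjusted p = 0.00257) and Ints7 (ENSMUST00000045450, log2 change 1.13, adjusted p = 0.00722) rose. So did Cpt1a, which carries fatty acids into mitochondria (log2 change 0.74), the small GTPase Cdc42 (160 ± 8.94, 249 ± 16.3 and 237 ± 11.5 CPM), the glycosyltransferase Rfng (1.72 ± 0.868, 9.02 ± 0.681 and 15.2 ± 3.12 CPM) and the sialyltransferase St3gal3 (0.698 ± 0.0472, 3.20 ± 0.672 and 4.74 ± 0.652 CPM). Transcripts of Neurl1b (log2 change -1.43, adjusted p = 0.0129) and of the protease Adamts8 (-1.49, 0.0129) fell. Of these 8, only the Perp transcript kept its call without each of the 3 shScr replicates; for the other 7 the adjusted p without one of these was at most 0.0977. The count was 1 without any one of the shScr replicates, 59 without KD4 replicate 1, 37 without KD4 replicate 2, 44 without KD6 replicate 1 and 16 without KD6 replicate 2.

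In OE 0 transcripts passed with limma, with 2917 at an unadjusted p under 0.05 and a smallest adjusted p of 0.441. Among those with the smallest p, given as values, were those of Mdh2, a malate dehydrogenase (8.30 ± 0.0834 CPM in EV, 18.2 ± 2.33 in OE) and the focal adhesion protein Zyx (16.7 ± 0.590 and 26.5 ± 1.28 CPM). So were those of Gm11847 (19.3 ± 0.963 and 32.1 ± 3.19 CPM), ENSMUSG00000119584 (log2 change 0.71), the tyrosine kinase Tec (13.4 ± 1.04 and 6.77 ± 0.584 CPM), the histone deacetylase Hdac5 (11.3 ± 1.95 and 4.47 ± 0.377 CPM) and Wdr89 (-0.37). Simulated 2-fold changes of transcripts were called in 64% of cases in OE and 70% in KD, and 1.5-fold changes in 14% and 24%. The simulated data held 200 changed transcripts, which makes the adjustment of p less strict. For OE, where 0 transcripts passed, these shares therefore do not tell how many such changes would be called. The Smarcd1 transcript ENSMUST00000023759, the 1 listed for the gene, had 37.3 ± 0.962 CPM in OE and 29.4 ± 2.74 CPM in EV (log2 change 0.34, adjusted p = 0.441), a smaller change than that of the gene value. No transcript passed in both comparisons. At an unadjusted p under 0.05, 141 transcripts were higher in OE and lower in KD where 110 were expected (one-sided Fisher's exact p = 0.00122), and 70 were lower in OE and higher in KD where 65.4 were expected (p = 0.291). Those higher in both numbered 54 (111 expected, Fisher's exact p = 1.00) and those lower in both 38 (64.5 expected, p = 1.00). Both counts were below expectation, a shortfall that these one-sided tests for an excess do not assess.

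The effects of OE and KD were also set against each other in 1 fit of all 15 libraries. They differed for 72 transcripts, 28 with a higher and 44 with a lower effect in OE, among them that of Smarcd1 (difference 0.86, adjusted p = 0.0240). The sum of both effects, which 1 comparison alone can carry, passed for 80 transcripts, 52 upward and 28 downward. Both counts moved with single libraries. The difference gave 22, 27 and 21 without EV replicates 1, 2 and 3, 15, 17 and 11 without OE replicates 1, 2 and 3, 34, 24 and 13 without shScr replicates 1, 2 and 3, 21 and 42 without KD4 replicates 2 and 3, and 39, 23 and 38 without KD6 replicates 1, 2 and 3. The sum gave 21, 5 and 33 without the EV replicates, 18, 11 and 4 without the OE replicates and 32, 18 and 13 without the shScr replicates, each in that order, 44 without KD4 replicate 2, and 18 and 47 without KD6 replicates 2 and 3.

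The share that a transcript takes of its gene's level was tested in 7077 genes with at least 2 listed transcripts. In OE 97 genes changed (1185 at an unadjusted p under 0.05). A transcript of Mcph1, a chromosome condensation gene, fell from 7.80 ± 0.221% to 4.07 ± 0.750% of its gene (adjusted p = 0.000306) and one of Sbno1 from 6.04 ± 0.823% to 3.17 ± 0.684% (0.000618). Transcripts of Zfp142 (1.85 ± 0.426% to 15.5 ± 5.61%, 0.000337), Mdh2 (5.32 ± 0.457% to 12.3 ± 1.48%, 0.000501) and Actn1, an alpha-actinin (0.588 ± 0.226% to 2.31 ± 0.295%, 0.000860), took a larger share. In shScr, KD4 and KD6 the SD of these 5 shares was larger than in EV, for example 7.25 to 9.42% for Mdh2 around means of 9.69 to 14.9%, and 5.34 to 10.2% for Zfp142 around means of up to 12.5%. In KD 91 genes changed (918 at an unadjusted p under 0.05). Spata7, a ciliary gene, rose from 2.74 ± 1.28% in shScr to 11.3 ± 2.18% in KD4 and 11.8 ± 2.39% in KD6 for 1 transcript (adjusted p = 5.84e-05), and a transcript of the lipid kinase Pip5k1a fell from 5.71 ± 0.749% to 1.48 ± 0.560% and 1.69 ± 0.996% (0.000353). Cep170 (mean 0.0710% to 0.509% and 0.922%, 9.75e-08), Abcc5 (0.840 ± 0.105% to 3.25 ± 0.928% and 3.45 ± 0.918%, 0.000173) and Camk1 (0.377 ± 0.420% to 2.95 ± 2.14% and 2.38 ± 1.10%, 0.000237) gained share in transcripts of low level. The EV means of these shares lay on the KD side of shScr for each gene named in KD. They were 7.93 ± 2.03% for Spata7, 2.24 ± 1.60% for Pip5k1a, 1.17 ± 0.781% for Cep170, 2.14 ± 0.820% for Abcc5 and 5.91 ± 3.25% for Camk1. Simulated data with no changed transcript gave 5 called genes in OE and 21 in KD. Where other transcripts were changed, 37 and 47 genes without a changed transcript were called. With transcripts of a mean of at least 5 CPM alone the counts were 19 and 20; this minimum leaves out the transcripts given here for the 5 genes in KD, so it does not test them. The OE count was 165 without EV replicate 2 and 26, 52 and 64 without OE replicates 1, 2 and 3, and the KD count 39 without shScr replicate 1, 45 without shScr replicate 3 and 60 without KD6 replicate 2.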

Values the study reported

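At a p value of 0.05 the study listed 1,746 altered genes in overexpressing and 2351 in knockdown monolayer cells, and wrote that most of these changes were smaller than 1.5-fold. Requiring a false discovery rate of 0.1 as well left 5 genes and 641 genes, in that order. For transcripts, with 0.05 as the limit of both p and false discovery rate, it gave 132 in overexpression and 163 in knockdown monolayers, with 22 shared.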

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

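Tests of where EV lies, of KD against EV, of the slope between the hairpins, of transcript length and of simulated OE changes were chosen after the result was seen; the tests of seed sites, of Smarcd1 dose, of the list calls without EV replicate 1 and of other splits were planned.

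Of 36 sets of 6 KD libraries tested for a library far from the rest, 2 held one, and chance gives about 1 in 20. Ocln, a tight junction gene, reached 11.8 CPM in KD4 replicate 2 where the next highest KD library had 8.86 CPM. The interferon gene Xaf1 reached 5.11 CPM in KD4 replicate 3 where the next had 4.13 CPM. Differences between KD6 and KD4 were past the threshold for 671 genes. Among the named ones, the log2 change of KD6 against KD4 was 0.60 for Smarcd1, 1.29 for Otud4, 1.28 for Emp2, 1.05 for Tgoln1, 1.14 for Cpeb4, 1.08 for Serpine2 and 0.83 for Sema4d, with higher levels in KD6. It was -0.59 for Add3, -0.64 for Blnk, -0.85 for Gstm7, -0.75 for Synpo and -0.45 for Ptgs2. The OE and KD effects differed for 72 transcripts.

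Genes called with both hairpins, led by Perp, Mcfd2 and Zfp979, were seen in KD6 as well, whose Smarcd1 level was 93.6% of that in shScr. Across all genes the noise-corrected slope of the KD6 on the KD4 changes was 0.445 (95% interval 0.407 to 0.487). That lies outside the interval of the ratio of the Smarcd1 changes (0.130, -0.133 to 0.345), which argues against changes in proportion to Smarcd1 mRNA alone. A shScr line that stands apart from the others would shift both changes alike and raise the slope. The slope therefore cannot exclude changes in proportion to Smarcd1 mRNA beside such a shift. EV, which carries no hairpin, had a median position of 0.813 (0.776 to 0.886) between shScr at 0 and KD at 1 over 205 of these genes. A simulation with EV equal to shScr gave at most 0.0417. It kept these genes fixed and did not choose them anew. The genes were chosen for a difference of the same shScr libraries from both hairpin lines. Such a choice can by itself move EV away from shScr, and how far was not tested. A candidate explanation for these genes is therefore a shScr line that stands apart from the others. Over 620 genes called with KD4 and with an unadjusted p over 0.05 in KD6 the median position was 0.191 (0.115 to 0.225). Choosing genes with little change in KD6 leaves out those where shScr differs from both hairpin lines. That value therefore cannot test the explanation, which stays limited to genes called with both hairpins. With EV in place of shScr as control, 75 of the 205 kept their direction at an unadjusted p under 0.05, but in 1 fit of all 15 libraries, with the mean of the hairpins, more of 13142 genes were called against EV (2067) than against shScr (1104), which goes against shScr as the line farther from KD overall. EV and shScr differ in vector and drug, and the protein blot of the study was not used here. An effect of Smarcd1 common to both hairpins, but not in proportion to its mRNA, therefore stays open and untested. So does an effect in proportion to its mRNA beside a shScr line that stands apart.

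Emp2 differed between KD6 and KD4 through its level in KD6. Against shScr its limma log2 change was 1.12 in KD6 (adjusted p = 0.000372) and -0.16 in KD4 (adjusted p = 0.336). The larger fall of Smarcd1 in KD4 therefore does not account for Emp2. Genes that differ between the hairpin lines through a change in KD4, among them Otud4 and Tgoln1, could follow from that fall. If so, such genes should move in KD4 opposite to OE. The test took 651 genes that differ between KD6 and KD4, including those that differ through KD6. Of these, 49.3% had opposite signs (45.4% to 53.2%), where OE changes of 10% of those in KD4 would give 69.4% in simulation. For the 651 genes as a set, this argues against a dose effect that runs through both raised and lowered Smarcd1. Genes that differ through KD4 were not tested apart, so such an effect stays open for them. An effect seen on lowering alone, and differences of the lines unrelated to a hairpin, stay open too. Genes lower in KD4 held the seed site TTGAGCT of the first hairpin in 18.2% of cases against 11.4% of other genes (one-sided Fisher's exact p = 0.000244), and genes lower in KD6 held TCAGAGA of the second in 26.0% against 17.6% (p = 0.000151); the other 2 pairs had 20.4% against 17.7% for TCAGAGA in KD4 (p = 0.125) and 12.5% against 11.5% for TTGAGCT in KD6 (p = 0.320). The highest of the 4 ranked at the 93.1 percentile of all 7-base words (70.6 to 95.8 over bootstrap draws). That range passes the bound of 95 set for excluding seed effects and stays under the 99 set for them, so they cannot be told apart from others by this test; among words of like frequency, a choice made after the result was seen, the percentiles were 97.8 and 99.9 for the first 2 pairs and 30.0 and 53.3 for the others.

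EV replicate 1 lay at -23.7 on the first principal component of the OE and EV libraries, which held 40.2% of the variance, while the others lay between 1.07 and 11.3. Its deviation from the other EV libraries had rho = -0.10 with transcript length across genes, which met neither outcome set for that test, so length as a cause cannot be told apart from others; rho was 0.105 for EV replicate 3 and -0.10 for OE replicate 2. Without it 1 of the 3 list calls in OE ended, where at least 2 or none were the outcomes set in advance, so this library as the source of those calls cannot be told apart from others. The adjusted p was then 0.515 for hypoxia and glycolysis and at most 0.0291 for oxidative phosphorylation and interferon. No biological explanation was tested, since the labels give none for this library.

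Other splits of the same libraries gave these counts. For KD against shScr, 2 of 84 splits, the real one included, gave at least 364 genes, which argues against a chance split of the libraries at a share of 0.05. The highest other, 738, took the KD4 libraries as control, a structure of the samples by line, and the KD6 libraries as control gave 75. The test cannot tell an effect of the hairpins from an ordinary difference between lines, since shScr is 1 line. The same limit holds for the other splits below, as the libraries of a line are passages of it. For transcripts in KD, 2 of 84 gave at least 89 (highest other 198), and for both hairpins 2 of 100 gave at least 215 (highest other 386). Chance was not excluded for the 6 called lists in KD (14 of 84 splits gave as many, highest other 10), nor for the 91 usage genes in KD (9 of 84, highest other 371). The 72 transcripts with differing effects were matched by no other of 100 splits (highest other 69), the 80 for the sum of effects by 1 other (highest other 96), and the 0 shared transcripts by all 100. The comparisons of 3 against 3 have 10 splits, too few for a share under 0.05. In OE the real value and the highest other were 1 and 0 for genes, 3 and 8 for lists, 0 and 0 for transcripts and 97 and 54 for usage. They were 1310 and 0 for KD4, 398 and 0 for KD6 and 671 and 0 for KD6 against KD4. For the lists in OE, 8 of the 10 splits, the real one included, gave at least 3, so chance was not excluded for them.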

How the results depend on the processing

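Tests with a minimum of 5 CPM or with median-of-ratios scaling, quantile normalization and pseudocount 0.1 for usage, pseudocount 0.1 for the lists, Smarcd1, overlaps and the difference of effects, and the hairpin mean for Smarcd1 were chosen after the data were seen; the others were planned. The planned runs without a filter gave the same values, since every listed gene passes, and a count minimum and DESeq2 could not be run, since they need counts. Depth is unknown, so what it limits could not be tested. No called named gene or list turned its direction under any alternative run. With quantile normalization the OE comparison gave 3 genes and 1 called list, and the epithelial, cholesterol, mitochondrially encoded and immediate early lists of OE turned direction at an adjusted p of 0.966; cholesterol did so at 0.969 with a minimum of 5 CPM. The endoplasmic reticulum stress list in KD turned at 0.999 with pseudocount 0.1, 0.971 with median-of-ratios scaling and 0.866 with a minimum of 5 CPM, the last of which also gave 1 called list in OE, 3 in KD and 19 and 20 usage genes, on fewer genes and transcripts. That minimum ended the camera calls of the interferon and hypoxia lists in OE (adjusted p = 0.0822 each). In KD it ended those of cholesterol synthesis and of matrix and adhesion (adjusted p = 0.0643 each). The adipocyte list in KD has 2 measured members, of which Pparg lies under that minimum. It was left with too few members for a test, so its call was neither kept nor ended. The mean of the hairpins in a 3-group fit, which takes the difference between them out of the spread, gave 847 genes and 184 transcripts in KD and log2 -0.39 at an adjusted p of 0.0130 for Smarcd1. KD transcripts numbered 740 in 1 fit of all 15 libraries as 5 groups. That fit both shares the spread and takes the mean of the hairpins, and these changes were not separated. With transcript values summed per gene, 217 genes passed in KD. The F test gave 56 usage genes in OE, and an estimated correlation gave 0 called lists in OE and 0 in KD. A block for replicate number gave 114 genes in KD, 626 in KD4, 179 in KD6, 349 in KD6 against KD4 and 100 with both hairpins. It gave 1 transcript in KD, 1 for the difference of effects, 1 for the sum of effects and 25 and 28 usage genes in OE and KD. It called the mesenchymal, p53 and immediate early lists in KD (adjusted p = 0.0449) and ended the calls of Gstm7, Synpo, Sema4d, Ncmap, Kcnab2, ENSMUSG00000104339, Pparg, Plau, Dusp6, Ptgs2, Xaf1, E2f2, Plat, Lamb3, Pdgfra and Mylk. Numbers did not pair the libraries, as deviations of EV and OE replicates with the same number had r = -0.15, 0.258 and 0.0536. Among shScr, KD4 and KD6 the same numbers had r from -0.33 to 0.0614, and different numbers up to 0.422. Apart from those named, the cause was not tested.

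Without each library in turn, the lowest and highest values were 0 and 1 for genes in OE and 1.06 and 1.17 for the log2 change of Smarcd1 in OE. They were 92 and 397 for genes in KD, 641 and 1309 in KD4, 151 and 419 in KD6, 298 and 611 in KD6 against KD4 and 88 and 193 with both hairpins. They were 1 and 62 for transcripts in KD, 11 and 76 for the difference of effects and 4 and 79 for the sum of effects. Usage ranged over 26 and 165 in OE, 39 and 107 in KD. Genes opposite in OE and KD ranged over 86 and 229, and called lists over 1 and 4 in OE and 3 and 9 in KD. With fewer libraries the power is lower, and the cause was not tested further. Some lists turned direction in at least 1 of these fits, where their adjusted p was 0.129 or more in OE and 0.527 or more in KD. Over all fits, turned or not, the adjusted p of these lists ranged in OE over 0.757 to 0.975 (epithelial), 0.778 to 0.998 (mesenchymal), 0.322 to 0.990 (stem cell), 0.360 to 0.921 (p53), 0.0974 to 0.982 (cholesterol) and 0.200 to 0.970 (integrated stress response). Further ranges in OE were 0.659 to 0.982 (mitochondrially encoded), 0.241 to 0.932 (immediate early), 0.217 to 0.970 (inflammatory), 0.241 to 0.970 (matrix and adhesion), 0.609 to 0.952 (myoepithelial) and 0.00416 to 0.952 (replication histones). In KD the ranges over all fits were 0.180 to 0.979 (integrated stress response), 0.675 to 0.973 (endoplasmic reticulum stress), 0.00548 to 0.826 (mitochondrially encoded), 0.284 to 0.962 (inflammatory), 0.356 to 0.998 (retinoic acid) and 0.25 to 0.817 (endothelial). Cd68 in KD ranged from -0.16 to 0.0188 in log2 change.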

Other observations

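Tests of EV against shScr, of lists per hairpin and of transcript length below were chosen after the result was seen. The 2 control lines differed from each other. Smarcd1 stood at 29.4 ± 2.74 CPM in EV and 15.3 ± 1.55 CPM in shScr (transcript ENSMUST00000023759, limma log2 change 0.90, adjusted p = 0.000493), so the Smarcd1 level of EV lay above that of every hairpin line and its control. Among 30220 transcripts 2749 differed between EV and shScr, 1301 higher and 1448 lower in EV. Summed over transcripts, Perp had 105 ± 5.66 CPM in EV and 36.9 ± 3.56 in shScr, and Lamb3, a laminin chain, had 31.2 ± 5.47 and 80.6 ± 6.17 CPM. These lines differ in vector and in selection drug, and no library separates those.

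Each hairpin line was also set against shScr by gene list. KD4 had 8 risen and 0 fallen members of 25 in the matrix and adhesion list (camera adjusted p = 0.00656), 4 risen of 32 in the proliferation list (adjusted p = 0.0118) and replication histones higher (adjusted p = 0.00647). KD6 had p53 targets lower (adjusted p = 0.0105) and oxidative phosphorylation (0.0105), cholesterol synthesis (0.0328) and adipocyte markers (0.0328) higher. With an estimated correlation all 7 calls were lost, with an adjusted p of 0.296 or more in KD4 and 0.652 or more in KD6. Median log2 changes in KD4 and KD6 were -0.15 and -0.18 for p53 targets and 0.10 in both for oxidative phosphorylation. Of these 7 lists, KD6 and KD4 themselves differed past the threshold for replication histones alone, as given above.

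Deviation of single libraries from their group correlated with transcript length across genes in several hairpin libraries, with rho = -0.46 for KD6 replicate 1, 0.318 for KD6 replicate 2, -0.32 for KD4 replicate 3 and -0.30 for shScr replicate 2. Lengths were known for 80.1% of those genes.

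In OE, 1 gene passed at an adjusted p under 0.1 here. That is lower than the value quoted from the study above. With limma 0 transcripts passed in OE (2917 at an unadjusted p under 0.05), 89 in KD and 0 in both. Each of these 3 counts is lower than its value quoted from the study above. The 0 in both follows from the 0 in OE and is not a separate difference. The study used other software for its tests and reports PCR for some of its shared transcripts. Those PCR data were not used here. With the mean of the hairpins 184 transcripts passed in KD, with all 15 libraries in 1 fit 740, and 657 genes passed in KD at an adjusted p under 0.1. These lie above the values quoted.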
